# Discerning Transcriptomic and Biochemical Responses of *Arabidopsis thaliana* Treated with the Biofertilizer Strain *Priestia megaterium* YC4-R4: Boosting Plant Central and Secondary Metabolism

**DOI:** 10.3390/plants11223039

**Published:** 2022-11-10

**Authors:** Ana Sofia Rodrigues-dos Santos, Inês Rebelo-Romão, Huiming Zhang, Juan Ignacio Vílchez

**Keywords:** biofertilizers, plant metabolism induction, *Priestia megaterium*, cell wall biogenesis, biochemical traits

## Abstract

As a response to the current challenges in agriculture, the application of alternatives to a more sustainable management is required. Thus, biofertilizers begin to emerge as a reliable alternative to improve crop development and resistance to stresses. Among other effects on the plant, the use of beneficial strains may cause changes in their metabolic regulation, as in cell wall biogenesis and in nutrient/ion transportation, improving their growth process. Previous works showed that inoculation with the strain *Priestia megaterium* YC4-R4 effectively promoted vegetative growth of *Arabidopsis thaliana* Col-0 plants. Hence, the present work recorded a strain-mediated induction of several pathways of the central and secondary metabolism of the plant, as the induction of lipid, cellulose, phenol, and flavonoid biosynthesis, by using transcriptomic and biochemical analyses.

## 1. Introduction

Despite the advances in agriculture management during the last few decades, we find ourselves in a scenario where productivity is beginning to be compromised. A higher input of chemical fertilizers is not generating the expected increases in production [1,2]. Apart from the biological limits of plants, soil depletion and climate change conditions are placing productivity in check throughout the world’s arable land [3]. In this context, soil health is closely linked to the biodiversity of its microbiota, and this is being compromised by the impoverishment and desertification of the soil due in part to current management. In addition, the increase in temperatures and in drought intensity are causing desertification to advance. In this sense, better and more sustainable practices in terms of land use and agricultural production are necessary to face production problems in the future [4,5,6,7]. 

Here, the use of beneficial bacteria has been shown to be a sustainable alternative to enhance crop management and soil health. They have been used to fertilize and improve plant growth (biofertilizers), to protect plants against pests and pathogens (biocontrol), or to improve their response to different environmental stresses [8,9,10]. In recent decades, more and more studies have pointed out that the beneficial microbiota has the necessary potential to make notable and positive changes in agriculture management. In the case of key crop species, improvements in growth have been reported in all key plant species for current food (i.e., corn, soybeans, wheat, beans, rice, potato, tomato, or pepper), as well as plants with growing interest, such as quinoa, chia, or oca [11,12,13,14,15]. This broad spectrum of crops shows that the use of this biotechnology may become a reliable eco-friendly and safe substitute for widespread use [16,17]. This does not implicate stopping the use of chemical fertilizers or pest controllers, but reducing them drastically and making more efficient use of them.

The main problem applying this alternative is that the effectiveness in the field is usually reduced or limited, with respect to that registered under lab- or greenhouse-controlled conditions. In this sense, the mechanisms behind the beneficial interaction must be precisely uncovered in order to apply this technology. We know that beneficial bacteria are capable of increasing nutrient accessibility to plants (P-solubilization, siderophores, and N_2_ fixation), regulating their development by controlling or producing phytohormones (ethylene, auxins, and cytokinins), boosting their defense system (abscisic acid, jasmonic acid, and salicylic acid), improving their response, and protecting against abiotic stresses (xeroprotectors, halotolerants, and osmoregulators) [18,19,20]. However, under this interaction, the plant metabolic activity can also be modulated by the bacteria. This may occur as a result of an adjustment in the regulation to make it more efficient, but also to provide the bacteria with substrates through which to synthesize the support compounds that the plant needs [21,22]. In this way, it has been described how some bacteria are capable of inducing the production of lipids and polysaccharides in the plant, as an element related to the growth process and the defensive system [23,24]. In addition to influencing genetic regulation in the plant, certain compounds provided by bacteria could improve the availability of ions, such as iron or calcium, as well as their distribution throughout the plant (improvement in ion transfer) [25,26]. These ions, which are essential for plant growth, in turn have a cascading influence on the production of metabolites related to plant productivity and development. In this way, deciphering the metabolic regulation in plants behind the beneficial interactions with bacteria, becomes a relevant feature to control and improve such interactions.

Among the best studied genera of bacteria beneficially interacting with plants, *Bacillus* has been frequently reported [27,28]. This genus includes a huge variety of species and subspecies that have been cataloged as beneficial in different fields, some being multispectral in their interaction. In general, this group of bacteria have in common a broad genetic background, which makes them very interesting in many agricultural aspects. Among them, the motility and aggregation capacity, the production of phytohormones, the ROS-scavenging and detoxifying actions, or the resistance to stress are quite common skills. In particular, the case of *Priestria megaterium* (formerly *Bacillus megaterium*) is a very interesting strain in agriculture: it is an ubiquitous soil strain with the ability to promote the growth in a number of different plants, and with high resistance to stress and biocontrol effect [29,30,31,32,33]. In addition, the recruitment process of the *P. megaterium* YC4-R4 strain by the plant under stressful conditions and in the context of the epigenetic regulation was recently accurately described [34]. Its beneficial interaction process consists mainly of the production of phytohormones, the solubilization of nutrients, and the production of protective/compatible compounds to enhance plant responses to stress. It is, therefore, a very interesting strain to use as a model of interaction and to study a future application in agriculture. In the present study, we make use of massive sequencing techniques and biochemical assays to understand the metabolic regulation in the plant behind the interaction with this beneficial strain. This will allow us to better understand the aspects necessary to use this strain as a biofertilizer.

## 2. Materials and Methods

### 2.1. Bacteria Growth and Inoculation Process

In this work, we used *Priestia megaterium* YCR-R4 as plant growth-promoting test strain. This strain has been characterized as a phosphate solubilizer, siderophore, and indoleacetic acid producer, as well as able to regulate ethylene by producing aminocyclopropane carboxylate (ACC) deaminase; moreover, this strain was able to induce the IRT1 gene in *Arabidopsis thaliana*, one of the main markers of plant growth induction [34]. This strain was cultured on Luria–Bertani (LB) agar plates and refreshed monthly. The bacterial inoculum for the tests was prepared by dispersing a single colony in 5 mL of LB liquid medium and incubating it for 10 h (30 °C; 150 r.p.m.). Then, this fresh culture was scaled in the necessary volume of LB to inoculate 40 mL per pot. These new cultures were incubated under same conditions until reaching an optical density of OD_600nm_ ≈ 1.0, for an approximate amount of 10^8^–10^9^ colony-forming units (CFUs) per mL. After centrifugation at room temperature for 10 min. at 7000 r.p.m., the bacteria were resuspended in same volume of 0.45% sodium chloride saline solution (as a carrier for inoculation), in order to maintain the OD of the culture. 

### 2.2. Plant Material, Growth Conditions, and Phenotyping

For this test, we used *Arabidopsis thaliana* ecotype Col-0 as model plants. Fresh seeds were surface-sterilized sequentially by using 100% ethanol (1 min) and 20% sodium hypochlorite solution (15 min), washing three times with sterile double-distilled water at the end of the process. The seeds were then plated on ½ × MS (Murashigue & Skoog) agar (0.7%) plates and stratified for 48 h at 4 °C. Then, they were placed in a growth chamber (Femor Gewächshaus, Germany; 22 °C; 12 h of the day–night light cycle, 60% relative humidity, and about 170 μmol/m^2^·s light intensity) to germinate and grow for 5 days before being transferred to the soil. The soil mixture was composed of turf:vermiculite (3:1, *v*/*v*) mix (SIRO Turfa (Mira, Portugal) and PROJAR Vermiculite 0,5-3 mm (Agualva-Cacém, Portugal), respectively), and 50 mL pots were fulfilled with this mix. The seedlings (5 per pot) were kept covered with transparent film for 24 h to maintain soil moisture and improve their adaptation and survival before inoculating them. Inoculation was carried out with 40 mL of the previously mentioned 0.45% NaCl carrier solution per pot, and carefully dispensed around each plant. Five pots and three repetitions of each treatment were carried out. Nine days after treatment (DAT), the phenotype of the seedlings was recorded by root length and total dry weight (DW) biomass determination. Samples for subsequent tests were prepared from fresh material, dry-grinded material, or grinded to powder by freezing with liquid nitrogen and mortaring, depending on each test requirement.

### 2.3. Total RNA Extraction and Transcriptomic Analysis

Three biological replicates of whole-seedling samples were prepared 7 days after treatment (when the phenotype was still not noticeable). They were frozen with liquid nitrogen to avoid degradation and ground with a mortar. RNA was extracted with the RNeasy Plant Mini Kit (Qiagen), following the manufacturer indications. Thereafter, library preparing (NEBNext Ultra Directional RNA Library Prep Kit for Illumina; New England Biolabs, Ipswich, MA, USA) was carried out with 1 μg total RNA per sample. Hence, the library and sequencing were prepared by the Core Facility for Genomics at the Shanghai Center for Plant Stress Biology. Subsequently, the raw data were pre-processed with Trimmomatic (v0.36) and clean reads were analyzed with Rockhopper (v2.04) in order to ensure the quality of the data, followed by HISAT2 (v2.1.0) for clean read alignment (using TAIR10 as reference), and HTSeq-count (v0.9.1) for the read count matrix. Finally, to identify DEGs, we used edgeR software, adjusting the cut-off fold-change ≥ 1.5 and false-discovery rate ≤ 0.05. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [35] and are accessible through GEO Series accession number GSE199501 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199501 (accessed 30 March 2022).

### 2.4. Gene Expression Level by qPCR

The quantification of key genes involved in plant–bacteria interaction was initially performed by using TransScript One-Step gDNA Removal and cDNA Synthesis Super Mix (TransGen Biotech, Beijing, China) to synthesize cDNA from RNA samples. Subsequently, quantitative PCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad, Hercules, CA, USA) in a CFX96Touch Real-Time PCR Detection System (Bio-Rad). Here, the program used consisted of an initial denaturation at 95 °C (3 min), a 40-cycle amplification phase, a denaturation phase at 95 °C (10 s), and finally, an annealing phase at 60 °C (45 s). As internal control, the housekeeping gene actin 2 (AT3G18780; ACT2) was included [36]. 

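The 6 genes of Figure 3 with primers in Table 1 lie on 4 of the 5 nuclear chromosomes in the TAIR10.1 annotation. *IRT1* (AT4G19690), which encodes the main iron transporter of the root epidermis, lies on the plus strand of chromosome 4 from 10707344 to 10709015, and its primers enclose 153 bp from 10707579 to 10707731, within exon 1. *FRO2* (AT1G01580), the root ferric chelate reductase, lies on the plus strand of chromosome 1 from 208995 to 213082. Its forward primer has no uninterrupted match in the genome but occurs in the 2 annotated transcripts, which places it over an exon junction. *FLS1* (AT5G08640), a flavonol synthase, lies on the plus strand of chromosome 5 from 2803833 to 2805606, with primer sites that span 2803913 to 2804104. *XTH14* (AT4G25820), a xyloglucan endotransglucosylase, lies on the plus strand of chromosome 4 from 13130291 to 13131860. Its primers lie in exons 2 and 3 and enclose 468 bp of the genome and 190 bp of the transcript. *SPS4F* (AT4G10120), a sucrose phosphate synthase, lies on the plus strand of chromosome 4 from 6313914 to 6320094, and its primer sites enclose 52 bp of exon 13. *LAS1* (AT3G45130), a lanosterol synthase, lies on the minus strand of chromosome 3 from 16512170 to 16517781. Its primers lie in exons 3 and 5 and enclose 433 bp of the genome and 135 bp of the transcript.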

The primer list is included in Table 1.

### 2.5. Iron Determination

For the iron content in the seedlings, we followed up the colorimetric assay proposed by Gautam et al. [37]. In brief, 9 DAT plant samples (200 mg) were completely dried for 2 days and then ground to powder. Once mineralized with nitric acid (65%) and H_2_O_2_ (30%) solutions, 5 μL of each sample was dissolved in 1 mM bathophenanthroline disulfonic acid solution (containing 0.6 M sodium acetate and 0.48 M hydroxylamine hydrochloride) up to 250 μL, and incubated at room temperature for 5 min. Iron presence was revealed by pink/red coloration in the solution, and it was measured at 535 nm in a spectrophotometer (Multiskan Sky, ThemoFisher Scientific, Waltham, MA, USA). Iron standards were used for the calibration curve. This experiment was repeated three times with similar results and n = 3 biologically independent samples.

### 2.6. Quantification of Chlorophyll Levels

The chlorophyll content was measured in 3 leaves per plant (6 plants in total) at 9 DAT. Pigment extraction was performed by submerging a disk of 0.3 cm per leave in 10 mL of 100% methanol for 24 h, in darkness. After incubation, the samples were centrifuged at 5000 rpm for 10 min at room temperature. The disks were previously weighed (fresh weight) to normalize the data, and the chlorophyll and pigments content (C_a_, chlorophyl a; C_b_, chlorophyl b; and C_x+c_, xanthophyles and carotenoids) of the supernatants was measured by reading optical density (OD) using a Multiskan Sky spectrophotometer (ThemoFisher Scientific, USA). To quantify the chlorophyll content of the samples, we measured the optical densities at the wavelength of 666, 653, and 470 nm, and applied Wellburn’s equations to determine pigments’ concentration [38] by using the following formulas:

C_a_ = 16.72 *A*_666_ − 9.16 *A*_653_

C_b_ = 34.09 *A*_653_ − 15.28 *A*_666_

C_x+c_ = (1000 *A*_470_ − 1.63C_a_ − 104.96C_b_)/221

This experiment was repeated three times with similar results and n = 3 biologically independent samples.

### 2.7. Cellulose and Lipid Determination

The cellulose content in plants was measured according to Updegraff, 1969, with input from Rui and Anderson [39,40]. In summary, 24 h before sampling, 9 DAT plant samples were placed in darkness and then 100 mg of rosette leaves was incubated overnight in 1 mL of ethanol 80% at 65 °C. Subsequently, ethanol was removed and the samples were incubated overnight in 1 mL of acetone at room temperature. After the acetone, dried samples were completely ground and the resulting powder was weighed for normalization thereafter. Subsequently, 1 mL of acetic acid:nitric acid:water (8:2:1) solution was added and boiled 30 min. After centrifuging the mixture at 10,000 rpm for 5 min, the pellets were resuspended in 1 mL of sulfuric acid solution (67%). Finally, a 50 μL aliquot was added to a tube containing 1 mL of 0.2% anthrone solution in sulfuric acid. After 10 min of incubation at room temperature, the samples were measured at 620 nm on a spectrophotometer. Pure cellulose was used as standard.

On the other hand, three replicas of 9 DAT plant samples were prepared to determine the lipid content by the phospho-vanillin reagent method, following the indications in Men et al. [41], with slight modifications. Briefly, 100 mg of plant was homogenized in 100 μL of sodium sulfate solution (2%), and completed up to 1 mL with chloroform: methanol solution (1:1). After centrifuging at 10,000 r.p.m. for 5 min, the supernatant was collected and mixed with 300 μL of distilled water. The mixture was then centrifuged under the same conditions, and the chloroform layer was transferred to a 96-well microplate. After the sample was completely dried, 50 μL of 98% sulfuric acid was added, and the plate was incubated for 20 min at 90 °C. Finally, 150 μL of phospho-vanillin reagent was added. Absorbance was measured at 530 nm after cooling for 10 min. A triolein solution was used as standard. Both experiments were repeated three times with similar results and n = 3 biologically independent samples.

### 2.8. Determination of Total Phenol and Flavonoid Compounds

To determine total phenol content, we used the Folin–Ciocalteu (F–C) reagent derived from Ainsworth and Gillespie [42], with minor modifications from López-Hidalgo et al. [43]. Briefly, 95% methanol was used to extract 50 mg of freeze-ground material, with the help of ultrasound treatment for 30 min. The sample was centrifuged at 10,000 r.p.m. for 15 min and the extract was decanted. The supernatant was later mixed and diluted with methanol. Thereafter, 200 μL of 10% F–C reagent was added to 100 μL each sample and incubated at room temperature for 2 min. Finally, 800 μL of 700 mM sodium carbonate was added and incubated in darkness for 2 h. The samples were measured in a 96-well microplate at 720 nm. The total phenol content was expressed as gallic acid equivalents using a calibration curve. 

On the other hand, the total content of flavonoids was determined by using the aluminum chloride method [44]. Briefly, 150 μL of supernatant, obtained in the previous process, was mixed with 20 μL of 10% (*w*/*v*) aluminum chloride and 20 μL of 1 M potassium acetate. The mixture was diluted with 700 μL of 95% methanol and incubated at room temperature for 30 min. Samples were transferred to a 96-well microplate and the absorbance was measured at 415 nm. The total content was expressed as quercetin equivalents using the calibration curve. Both experiments were repeated three times with similar results and n = 3 biologically independent samples.

### 2.9. Soluble Sugar Measuring 

To ensure the content of soluble sugar, the anthrone method [45], with minor modifications, of López-Hidalgo et al. [43] was used. In brief, 50 μL of supernatant (from the previous procedure) was added to 750 μL of anthrone reagent and incubated at 100 °C for 10 min, and then cooled on ice for 10 min. Then, the sample was transferred to a 96-well microplate and measured at 625 nm. The content was calculated with respect to a d-glucose in a standard curve of ethanol 80%. 

### 2.10. Statistical and Analysis Software

Statistical analysis was performed in Prism (v5.04; GraphPad Software). Therefore, we applied Student’s *t*-test and one-way ANOVA (with Tukey’s post-test) for pairwise and multi-group comparisons, respectively. The significancy level was set up at *p* ≤ 0.05. In transcriptome analysis (Gene Ontology enrichment), we used Cytoscape (v3.9) software, implemented with the BiNGO plug-in (default configuration database for *Arabidopsis thaliana*).

## 3. Results

### 3.1. Bacteria Inoculation and Plant Phenotyping

Nine days after carrying out the inoculation process, the early phenotype began to be visible, as shown in Figure 1a. At that point, the main root length was measured, as well as seedlings’ total dry weight (DW) under each condition. The seedlings inoculated with *Priestia megaterium* YC4-R4 (Treated) showed bigger leaf appearance (Figure 1a); meanwhile, the main root length reached up to 30% higher values (4.31 ± 0.19 cm, compared to 3.23 ± 0.33 cm in control plants) (Figure 1b; Supplementary Figure S1). Similarly, the dry weight achieved by the inoculated plants was almost double (20.8 ± 1.15 mg) compared to that registered in the non-inoculated ones (10.96 ± 0.87 mg) (Figure 1c).

### 3.2. Total RNA Extraction and Transcriptomic Analysis

In order to unveil insights into plant responses to the treatment with *P. megaterium* YC4-R4, we performed RNA sequencing analysis (RNA-Seq) to investigate the transcriptomes of treated versus untreated plants. Thus, 7 DAT resulted in 734 upregulated and 630 downregulated differentially expressed genes (DEGs) (fold-changes ≥ 1.5; false-discovery rate ≤ 0.05), with respect to control conditions. 

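The RNA-Seq compared 3 libraries of control seedlings (mock inoculation) with 3 libraries of seedlings treated with the bacterium. All seedlings were *Arabidopsis thaliana* Col-0, the common laboratory ecotype, and each library came from whole seedlings ground together, so roots and shoots were not separated. The seedlings were collected 7 DAT, at an age of 13 days after germination according to the sample labels. Control pots received the same 0.45% sodium chloride carrier without bacteria. The paper describes the 3 samples of each group as biological replicates, and the p-values of single genes measure the spread between these samples. Fisher's exact tests of gene ontology terms count called genes as independent, so their p-values do not measure this spread. Tests of gene lists (camera) assume a preset correlation between genes of 0.01, unless an estimated correlation is named. The authors trimmed the reads with Trimmomatic 0.36, aligned them with HISAT2 2.1.0 to TAIR10 and counted reads per gene with HTSeq-count. Whether that counting used the strand of the reads is not given in the sources used here, so a gene and an overlapping antisense gene may share reads.
The deposited values used here were whole-number counts for 19616 genes, each with a CPM of at least 1 in at least 2 libraries. The total counts of the control libraries were 10804936, 12263720 and 20040520 (median 12263720), and those of the treated libraries were 21904205, 15292377 and 20756449 (median 20756449). The counts were normalized by TMM, a scaling of library sizes in edgeR, with factors from 0.9706 to 1.0182. Each gene was then tested with edgeR's quasi-likelihood test. As in the paper, a gene counted as higher or lower at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5. The biological coefficient of variation within groups was 0.0792. In data simulated at these depths, with the same spread for every gene, 40 of 50 genes changed by a fold of 1.5 passed the adjusted p. Both limits were met by 24 of them, since their fold equals the limit, and by 47 of 50 changed by a fold of 2. Genes that changed by less than a fold of 2 can thus be missed. The choice of fold limit, the test, and the difference in depth between the groups could change the numbers. Values per gene are given as TMM-normalized CPM, mean ± SD over 3 libraries.

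**Figure D1:**
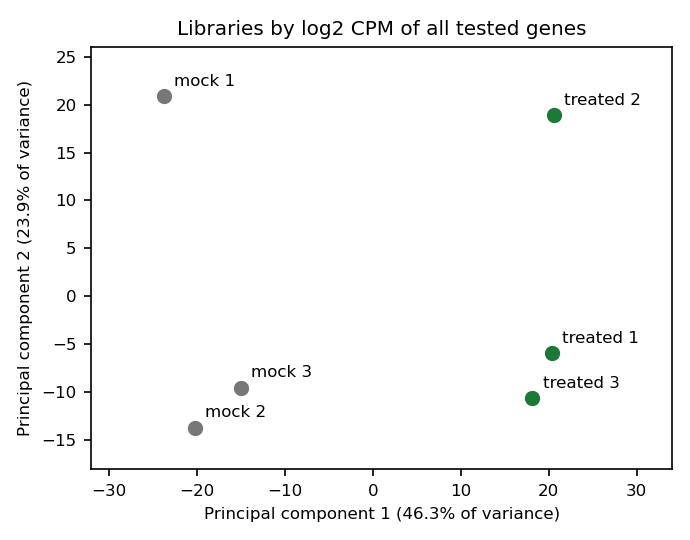
Principal components of log2 CPM over all tested genes, 1 point per library, with the control libraries in gray and the treated libraries in green. The horizontal axis holds 46.3% of the variance and separates the groups (controls from -23.74 to -15.02, treated from 18.11 to 20.58). The vertical axis holds 23.9% and places control library 1 (20.89) and treated library 2 (18.87) apart from the other libraries (-13.69 to -5.93).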

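Among called genes with an average log2 CPM of at least 1 and no overlap between the groups' libraries, the 10 largest rises included genes of the cell wall and of root hairs. The 10 largest falls among such genes included transcription factors of stress responses. *AT2G27420*, annotated as a papain-like cysteine protease, rose from 1.28 ± 0.160 to 8.34 ± 0.632 CPM (SD, n = 3 per group), a log2 fold change of 2.73 (standard error 0.17, adjusted p = 3.95e-06 from edgeR's quasi-likelihood test, Benjamini-Hochberg). *EXT6*, an extensin of the cell wall, rose by 1.84 on the log2 scale, and the root hair gene *RHS13* by 1.48. The other genes of these 10 rises were *ASG4* (1.94), *AT3G28270* (1.72), *DIN2* (1.67), *XTH14*, *CYP82C4*, *AT2G15020* (1.52) and *AT3G24460* (1.48). *CBF1*, a transcription factor of the cold response, fell from 6.05 ± 0.772 to 0.647 ± 0.148 CPM (log2 fold change -3.17, standard error 0.22, adjusted p = 8.69e-06 from edgeR's quasi-likelihood test, Benjamini-Hochberg). Its neighboring copy *CBF2* changed by -1.65, and the 2 genes may share reads. *RRTF1* (-2.70) and *ORA47* (-2.01) encode other transcription factors of the same AP2/ERF family. *AT4G29780*, of unknown function, changed by -2.03, and the senescence gene *SEN1* by -1.63. *AT1G33055* (-1.96), *AT1G50750* (-1.92), *AT4G27654* (-1.81) and *AT3G02840* (-1.76) completed these 10 falls. Called genes outside that filter, such as *RHS15*, can have larger values. Over the 19615 genes tested, 340 were higher and 302 were lower in treated seedlings, and 1888 passed the adjusted p without the fold limit.

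**Figure D2:**
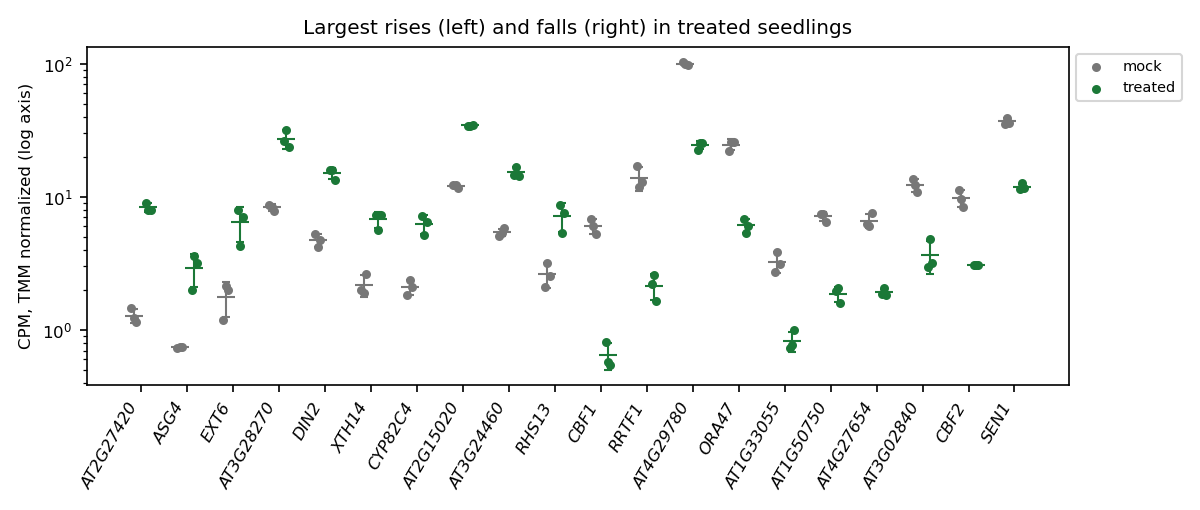
TMM-normalized CPM, on a log axis, of the 10 genes with the largest rises (left) and the 10 with the largest falls (right) in treated seedlings, among called genes past the expression and overlap filter. Points are libraries, horizontal bars are means and vertical bars are SD (n = 3 per group), with means of 36.9 against 11.9 CPM for *SEN1*, for example.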

Gene ontology (GO) analyses showed that growth-and-development-related DEGs were in general upregulated after bacteria treatment (Figure 2). 

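Among growth-related genes, 8 that encode extensin-like proteins, structural glycoproteins of the cell wall, rose. The GO term plant-type cell wall organization held 8 upregulated genes of the 21 tested, against 0.384 by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 5.37e-08 over 31 terms). Besides *EXT6*, these were *EXT10* (log2 fold change 1.40), *EXT12* (1.22), *HRGP1* (0.97), *AT3G54580*, *AT4G08410*, *AT5G06630* and *AT1G26250*, which all encode extensin-like proteins of repeated sequence and may share reads. In the same libraries 9 of 18 root hair markers rose, or 13 when adjusted over the list alone. Of 20 genes of cell division, such as mitotic cyclins, 0 were higher or lower by any of 5 tests (edgeR's quasi-likelihood, exact and likelihood ratio tests, DESeq2, limma-voom) or when adjusted over the list alone, and 2 were higher at an unadjusted p under 0.05. The DNA precursor gene *TSO2* had the smallest p of that list, at a log2 fold change of 0.32. Of 15 auxin response genes, 1 fell, *IAA29* (log2 fold change -1.11, also 1 when adjusted over the list alone), while the auxin-conjugating enzyme gene *GH3.2* had a value of 0.51. In all, 3 of the 31 upregulated GO terms of Figure 2 found in the deposited gene descriptions passed the test. The terms were those attached directly to a gene, without parent terms, and 8870 genes carried one. Some called genes lacked the term of their process, so a term can fail for want of annotation.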

Meanwhile, the downregulated DEGs were highlighted by the three categories including defense responses, ethylene biosynthesis, and regulation, as well as biosynthesis of indole, phytoalexin, and camalexin (downregulated GO analysis in Supplementary Figure S2; heatmap in Supplementary Figure S3). 

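Among the genes of ethylene synthesis and of camalexin synthesis, some rose and some fell in treated seedlings. *ACO3*, an ACC oxidase of the last step of ethylene synthesis, fell from 33.8 ± 3.09 to 19.8 ± 1.08 CPM (log2 fold change -0.77, adjusted p = 0.000227 from edgeR's quasi-likelihood test, Benjamini-Hochberg), and the ACC synthase gene *ACS2* rose by 0.87 on the log2 scale. These were 1 lower and 1 higher of 11 genes of ethylene synthesis (2 lower and 1 higher when adjusted over the list alone). The list had a median of -0.24 and was lower than other genes (camera, Benjamini-Hochberg adjusted p = 0.00628 over 46 lists), but adjusted p = 0.236 with an estimated correlation. Of 11 genes listed for camalexin synthesis, 3 rose and 1 fell, with the same counts when adjusted over the list alone. The P450 genes *CYP82C2* (1.37), *CYP71A12* (0.86) and *CYP71A13* (0.80) rose, the last pair being near-identical copies that may share reads. *CYP82C2* acts in a branch of indole metabolism beside camalexin synthesis, not in camalexin synthesis itself. *WRKY33*, a transcription factor that activates camalexin synthesis, fell by 0.66 on the log2 scale. *PAD3*, which catalyzes the final step to camalexin and was singled out after its value was seen, had a log2 fold change of 0.18 (adjusted p = 0.180 from the same edgeR test, Benjamini-Hochberg).
Of 14 genes of indole glucosinolate synthesis, 0 were higher or lower by any of the 5 tests of edgeR, DESeq2 and limma-voom or when adjusted over the list alone, with 2 higher and 3 lower at an unadjusted p under 0.05. Without control library 3 or without treated library 1, 1 of them was lower. The regulator gene *MYB51* had a log2 fold change of -0.57 and its relative *MYB34* of 0.34. Of 7 genes of tryptophan synthesis, 0 were called by any of these tools or when adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05. Among downregulated genes the GO term defense response held 6 of 267 genes, against 3.49 by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.525 over 10 terms), among them *PUB24* and *PP2-A5*, named after their values were seen. The term ethylene biosynthetic process held 0 of 9. By this test 0 of the 10 terms passed with edgeR's or DESeq2's genes, and 0 had an unadjusted p under 0.05. Without the fold limit, 3 passed, defense response, defense response to fungus and innate immune response. Outside these 10 terms, the defense-related term response to chitin passed in a test of all 460 terms, chosen after the results were seen. It held 10 of 52 genes (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 4.54e-07). Beside these groups, 12 of 15 genes of the rapid response to wounding and handling, such as *SZF2* (-0.88) and *CBF1*, fell (13 when adjusted over the list alone).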

Among upregulated GO, the main regulated areas include lipid biosynthesis, cell wall biogenesis, carbohydrate biosynthesis, phenol and flavonoid biosynthesis, and metallic and organic ion transport. They suggest that the recorded phenotype was obtained through the induction of DEGs related to the biogenesis and reorganization of the cell wall, such as glucans, cellulose, polysaccharides, lipids, phospholipids, or glycerolipids biosynthesis. Similarly, another area of interest in plant growth and development was notably represented by DEGs related to ion transportation. 

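Within these areas, most genes of flavonoid synthesis and few of lipid synthesis passed both limits. *LAS1*, a lanosterol synthase of sterol synthesis, rose from 3.83 ± 0.497 to 6.17 ± 0.371 CPM (SD, n = 3 per group), a log2 fold change of 0.71 (standard error 0.15, adjusted p = 0.0112 from edgeR's quasi-likelihood test, Benjamini-Hochberg). It was the only one of 19 sterol synthesis genes to rise (also 1 when adjusted over the list alone). Without control library 3 its adjusted p was 0.0834 by the same edgeR test (Benjamini-Hochberg). *SQE3*, a squalene epoxidase, had a log2 fold change of 0.43, under the fold limit. Of 17 genes of fatty acid synthesis, 0 passed both limits by any of the 5 tests of edgeR, DESeq2 and limma-voom or when adjusted over the list alone, while 5 were higher and 1 lower at an unadjusted p under 0.05. The desaturase genes *FAD8* (0.51), *FAD5* (0.37) and *FAD7* (0.29) and the stearoyl-ACP desaturase gene *SSI2* (0.47) had the smallest p. That list was higher than other genes (camera, Benjamini-Hochberg adjusted p = 0.0178), but adjusted p = 0.236 with an estimated correlation and 0.0554 without control library 1. The GO term lipid metabolic process held 2 of 135 genes and did not pass Fisher's exact test (Benjamini-Hochberg adjusted p = 1, and 0.00252 without the fold limit). Over all 46 lists of genes set before the data were examined, 22 passed camera at its preset correlation between genes. With an estimated correlation, 8 passed. These were iron uptake, nicotianamine synthesis, sulfate assimilation, aliphatic glucosinolates, flavonoids, ethylene signaling, rapid wounding and handling, and the genes that the paper names. They are not independent results. *NAS1*, *NAS2* and *NAS4* are in both the iron uptake and the nicotianamine list. *IRT1* and *FRO2* are in the iron uptake list and among the genes that the paper names, which the study chose on these samples.

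**Figure D3:**
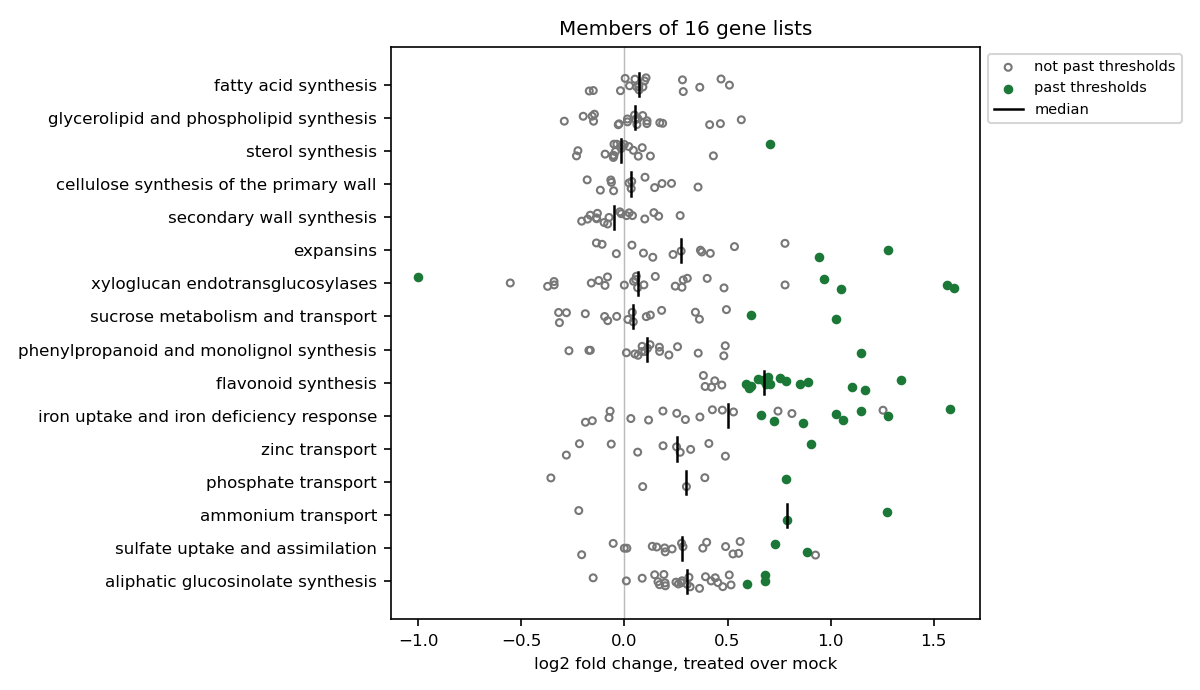
Log2 fold change, treated over control, of the members of 16 gene lists. Each point is a gene, filled where it passed the adjusted p and the fold limit. The black bar is the list's median, which ranged from -0.05 for secondary wall synthesis to 0.79 for the 3 ammonium transporters tested, of 6 listed.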

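Some genes of wall polysaccharides and of wall loosening rose, 4 of 27 xyloglucan genes and 2 of 15 expansins among them, while no listed gene of cellulose synthesis passed both limits. *XTH14*, which cuts and rejoins xyloglucan chains in the wall, rose from 2.18 ± 0.407 to 6.77 ± 0.966 CPM (SD, n = 3 per group), a log2 fold change of 1.60 (standard error 0.18, adjusted p = 0.000234 from edgeR's quasi-likelihood test, Benjamini-Hochberg). Of this family, 4 genes rose and 1 fell, with the same counts when adjusted over the list alone (camera, Benjamini-Hochberg adjusted p = 0.0688). The list passed camera (Benjamini-Hochberg) without control library 3 (adjusted p = 0.0132), treated library 1 (0.0490) or treated library 3 (0.0413), and after offsets for GC content and gene length (0.0305) or thinning to equal depth (0.0439), both chosen after the data were seen. With an estimated correlation, camera gave the list an adjusted p of 0.497 (Benjamini-Hochberg). *XTH31* rose by 0.97 on the log2 scale, and *XTH25* fell from 6.86 ± 0.266 to 3.48 ± 0.607 CPM. *XTH12* (1.56) and *XTH26* (1.05), named after their values were seen, also rose, and *XTH12* and *XTH14* are similar copies that may share reads. The GO term cellulose biosynthetic process held 5 upregulated genes of 22, against 0.402 by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.000606). These were the cellulose synthase-like genes *CSLB03* (1.05), *CSLB04* (0.72), *CSLB05* (0.78) and *CSLG2* (0.91), and *BAM6* (0.69), a beta-amylase. The CSLB genes lie in tandem in part and may share reads. The same 4 synthase-like genes made up the call for polysaccharide biosynthetic process (4 of 13, adjusted p = 0.000697 by the same Fisher's test, Benjamini-Hochberg).
Of 13 genes of cellulose synthesis in the primary wall, 0 passed both limits by any of the 5 tests of edgeR, DESeq2 and limma-voom or when adjusted over the list alone, and 1 was higher and 1 lower at an unadjusted p under 0.05. *CESA5*, a subunit of the cellulose synthase complex, had a log2 fold change of 0.36 and *COB* of -0.18. Of 18 genes of the secondary wall, 0 passed by these tools or when adjusted over the list alone, and 0 had an unadjusted p under 0.05. The expansins, which loosen the wall, that rose (3 when adjusted over the list alone) were *EXPA7* (0.94) and *EXPA18* (1.28). The list was higher than other genes (camera, Benjamini-Hochberg adjusted p = 0.00204), but adjusted p = 0.319 with an estimated correlation. Leaving out control library 1, 2 or 3 or treated library 1 or 3 ended the call of *EXPA7* (adjusted p from 0.0599 to 0.0938 by edgeR, Benjamini-Hochberg), and leaving out control library 1 or 3 or treated library 1 or 3 that of *EXPA18* (0.0747 to 0.200). Both are also root hair genes, and other root hair markers rose with the wall genes, among them *RHS19* (1.39), *RHS15* (2.63) and *PRP3* (1.24). From the upregulated genes of wall biogenesis and reorganization, the paper proposes that the recorded phenotype was obtained through their induction.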

We found upregulated DEGs of organic ion transport of some of the most relevant nutrients, such as phosphate or nitrogen (as ammonium transporters), but also metallic ion transport, such as molybdenum, zinc, or ion. These last two types of ion transporters are very relevant in growth and development by cell-wall-related enzymes and hormones (i.e., metalloenzymes and indoleacetic acid) and in chlorophyll biosynthesis. 

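Several ion transporter genes and iron uptake genes of the root rose in treated seedlings. *IRT1*, the root iron transporter, rose from 4.85 ± 0.537 CPM (SD, n = 3 per group) by 2.21-fold, a log2 fold change of 1.15 (standard error 0.13, adjusted p = 0.000253 from edgeR's quasi-likelihood test, Benjamini-Hochberg). Each treated library exceeded each control library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). *FRO2*, the ferric reductase that supplies it, rose from 5.88 ± 0.248 to 12.0 ± 0.812 CPM (log2 fold change 1.02), and *CYP82C4*, an iron deficiency gene of coumarin synthesis, by 1.58 on the log2 scale. Of 24 iron uptake and iron deficiency genes, 8 rose and 16 did not pass (11 rose when adjusted over the list alone). The list was higher than other genes (camera, Benjamini-Hochberg adjusted p = 9.81e-13, and 0.0333 with an estimated correlation). The ammonium transporter genes *AMT1;2* (7.15 ± 0.822 to 17.4 ± 1.92 CPM, log2 fold change 1.27) and *AMT1;3* (0.79) rose, while *AMT2;1* had a value of -0.22. They were 2 of 3 tested (also 2 when adjusted over the list alone), and the rest of the 6 listed were not in the deposited counts. Camera gave the list a Benjamini-Hochberg adjusted p of 0.00173, and of 0.169 with an estimated correlation. *PHT1;1*, a phosphate transporter of the root, rose from 12.0 ± 1.48 to 20.8 ± 3.10 CPM (log2 fold change 0.78). It was 1 of 5 phosphate transport genes tested, of 12 listed (also 1 when adjusted over the list alone). *PHO1*, which loads phosphate into the xylem, had a log2 fold change of -0.36.
The molybdate transporter gene *MOT1* rose by 0.71 on the log2 scale and *MOT2* had a value of -0.19, so 1 of 2 rose (also 1 when adjusted over the list alone). Of 11 zinc transport genes, 1 rose, *ZIP3* (log2 fold change 0.90, also 1 when adjusted over the list alone), and *MTP1*, which moves zinc into the vacuole, had a value of -0.28, under the fold limit. The calls of *MOT1* and *ZIP3* depended on single libraries. *MOT1* had an adjusted p of 0.0533 without control library 2 and 0.0540 without treated library 1 (edgeR, Benjamini-Hochberg). *ZIP3* had 0.0694 without control library 1, 0.141 without control library 2, 0.124 without treated library 1 and 0.0679 without treated library 3 (edgeR, Benjamini-Hochberg). The GO terms zinc ion transport (1 of 7), molybdate ion transport (1 of 1) and iron ion transport (0 of 2) did not pass Fisher's exact test (Benjamini-Hochberg adjusted p = 0.341, 0.0809 and 1). A term of 1 gene could hardly pass after adjustment even with that gene called. None of the iron uptake genes that rose carried the term iron ion transport. Markers of root hairs, the cells that take up many of these ions, had a median log2 fold change of 0.86 in the same libraries, and markers of other root tissues one of -0.05.

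**Figure D4:**
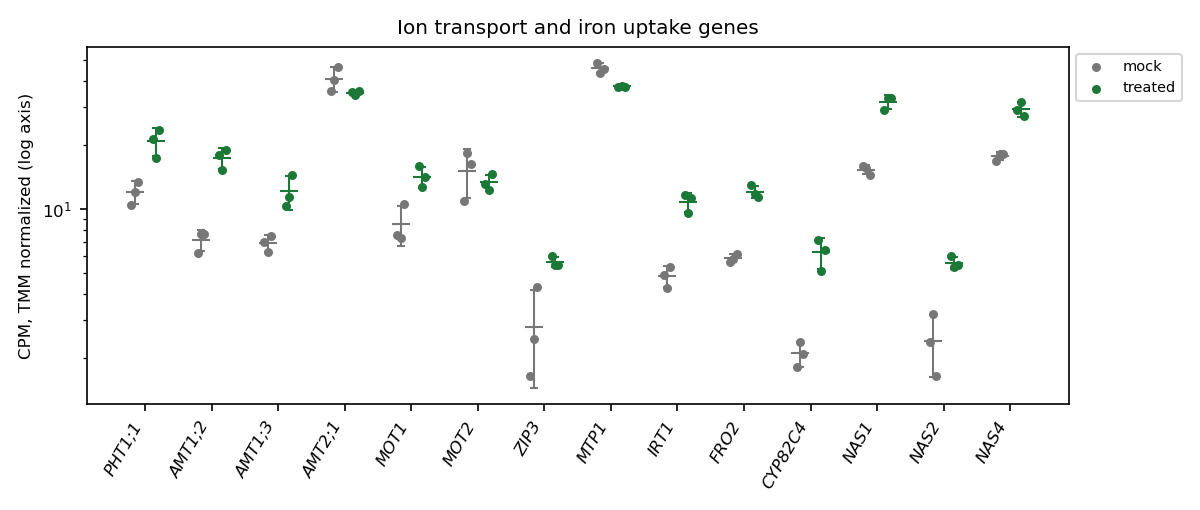
TMM-normalized CPM, on a log axis, of genes of ion transport, iron uptake and nicotianamine synthesis. Points are libraries, horizontal bars are means and vertical bars are SD (n = 3 control in gray, n = 3 treated in green). The treated points of *AMT1;2*, *IRT1*, *FRO2* and *CYP82C4* lie above all their control points, and those of *AMT2;1* and *MOT2* overlap with them.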

Some other growth-related GOs were upregulated as well, as with amino acid metabolism, glucosinolate biosynthesis, or sulfate assimilation. 

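Genes of sulfate reduction and of aliphatic glucosinolates, sulfur compounds made from methionine, were higher in treated seedlings as groups. *APR2*, the main enzyme of sulfate reduction, rose from 137 ± 7.79 to 253 ± 8.39 CPM (SD, n = 3 per group), a log2 fold change of 0.89 (standard error 0.07, adjusted p = 2.61e-05 from edgeR's quasi-likelihood test, Benjamini-Hochberg). *SULTR1;2*, the main sulfate transporter of the root, had a log2 fold change of 0.55 and *APR1* of 0.56, both under the fold limit. Of 20 genes of sulfate uptake and assimilation, 2 rose, *APR2* and, named after its value was seen, *LSU2* (3 rose when adjusted over the list alone). Without control library 2, 1 rose. The list was higher than other genes (camera, Benjamini-Hochberg adjusted p = 4.03e-08, and 0.0299 with an estimated correlation). Of 27 genes of aliphatic glucosinolate synthesis, 3 rose, with the same count when adjusted over the list alone, and 16 were higher by the adjusted p without the fold limit. *AOP2*, a dioxygenase that modifies the side chain, rose by 0.68 on the log2 scale. The S-oxygenase genes *FMOGS-OX3* (0.68) and, named after its value was seen, *FMOGS-OX1* (0.59) rose too, and these similar copies may share reads. *CYP79F1*, the entry enzyme of the pathway, had a log2 fold change of 0.51. The camera test of that list gave a Benjamini-Hochberg adjusted p of 1.96e-12, and of 0.0333 with an estimated correlation. The GO terms glucosinolate biosynthetic process (1 of 8) and sulfate assimilation (0 of 7) did not pass Fisher's exact test (Benjamini-Hochberg adjusted p = 0.354 and 1).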

Finally, reactive oxygen species scavengers such as phenols or flavonoids were also detected as part of the facilitation of growth promotion by the bacteria treatment. 

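Most of the listed genes of flavonoid synthesis rose in treated seedlings. *FLS1*, a flavonol synthase, rose from 10.1 ± 1.65 to 25.5 ± 3.11 CPM (SD, n = 3 per group), a log2 fold change of 1.34 (standard error 0.13, adjusted p = 6.57e-05 from edgeR's quasi-likelihood test, Benjamini-Hochberg). *CHIL*, a partner protein of chalcone synthase, rose from 17.8 ± 2.09 to 37.9 ± 4.73 CPM, and *MYB111*, a regulator of flavonol synthesis, by 1.16 on the log2 scale. Of 20 flavonoid genes, 15 rose (also 15 when adjusted over the list alone), and the other 5 had log2 fold changes from 0.38 to 0.47. The list's median was 0.68 (camera, Benjamini-Hochberg adjusted p = 5.34e-28, and 0.0116 with an estimated correlation). The GO terms flavonoid biosynthetic process (1 of 14) and phenylpropanoid metabolic process (0 of 4) did not pass Fisher's exact test (Benjamini-Hochberg adjusted p = 0.543 and 1). The value of *DFR*, an enzyme of anthocyanin synthesis, was 0.59 and lay close to the fold limit, with 0.58 without control library 1 and 0.55 without treated library 2. Of 19 genes of phenylpropanoid and monolignol synthesis, which leads to other phenols, 1 rose, *4CL3* (log2 fold change 1.15, also 1 when adjusted over the list alone). The first enzyme gene of that pathway, *PAL1*, had a value of 0.36. The list was higher than other genes (camera, Benjamini-Hochberg adjusted p = 0.000597), but adjusted p = 0.236 with an estimated correlation. Of 7 antioxidant enzyme genes, 1 rose, the catalase gene *CAT2* (459 ± 25.2 to 788 ± 41.2 CPM, also 1 when adjusted over the list alone), while the superoxide dismutase genes *FSD1* (0.47) and *CSD2* (-0.42) were under the fold limit. Those enzymes as a list did not pass the test against other genes (median -0.20, camera, Benjamini-Hochberg adjusted p = 0.606).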

On the other hand, downregulated DGEs were mainly corresponding to GOs of defense regulation, such as the general immune response, jasmonic acid response, and ethylene response and signaling. These GOs are related to the hosting process of beneficial interaction with microbes, which indicates the positive response of the plant to the treatment with *P. megaterium* YC4-R4. 

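Some ethylene response factor genes and some genes of immune signaling fell in treated seedlings, and single jasmonate genes rose or fell. *ERF11*, a repressor-type ethylene response factor, fell from 27.5 ± 1.25 to 9.11 ± 1.05 CPM (SD, n = 3 per group), a log2 fold change of -1.60 (standard error 0.10, adjusted p = 3.95e-06 from edgeR's quasi-likelihood test, Benjamini-Hochberg). *ERF6* (-1.13), *ERF5* (-1.05) and *ERF4* (-1.15) also fell. Of 25 genes of ethylene signaling and response, 7 fell, with the same count when adjusted over the list alone (camera, Benjamini-Hochberg adjusted p = 5.47e-15). The adjusted p of that list was 0.0299 with an estimated correlation (camera, Benjamini-Hochberg). *WRKY40*, a transcription factor induced by microbial patterns, fell from 69.7 ± 5.81 to 29.8 ± 4.35 CPM, and *SYP122*, a syntaxin of secretion to the wall, by 0.77 on the log2 scale. *FLS2*, the flagellin receptor, had a log2 fold change of -0.58, just under the fold limit. Of 24 genes of pattern-triggered immunity, 5 fell (6 when adjusted over the list alone). That list was lower than other genes (camera, Benjamini-Hochberg adjusted p = 4.73e-08), but adjusted p = 0.0679 with an estimated correlation.
Of 38 jasmonate genes, 1 rose and 3 fell, with the same counts when adjusted over the list alone, and 1 fell without control library 1. The repressor gene *JAZ1* fell by 0.68 on the log2 scale, and *JAZ5* (-0.60) and *JAZ8* (-0.72), named after their values were seen, fell too. *ST2A*, which sulfates a jasmonate derivative, rose by 0.82. *MYC2*, the central transcription factor, had a log2 fold change of -0.50, and the response genes *VSP1* and *VSP2*, singled out after their values were seen, of 0.40 and 0.38. The median of the list was 0.02 and its mean -0.03 (camera, Benjamini-Hochberg adjusted p = 0.972). Of 23 salicylate genes, 2 fell (also 2 when adjusted over the list alone), *CBP60G* (-0.60) and *PR5* (-0.60). The list was lower than other genes (camera, Benjamini-Hochberg adjusted p = 0.000151), but adjusted p = 0.0536 with an estimated correlation. *CBP60G* came under the fold limit without control library 1 (-0.57) or 2 (-0.58) or treated library 1 (-0.57). *PR5* lost its call without control library 2 (adjusted p = 0.108), control library 3 (0.0970) or treated library 1 (0.0861; edgeR, Benjamini-Hochberg) and without treated library 2 (log2 fold change -0.48). With these groups moved the rapid wounding and handling genes, at a median of -0.89 (camera, Benjamini-Hochberg adjusted p = 5.73e-42). With an estimated correlation, camera gave these genes an adjusted p of 0.0220 (Benjamini-Hochberg).

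**Figure D5:**
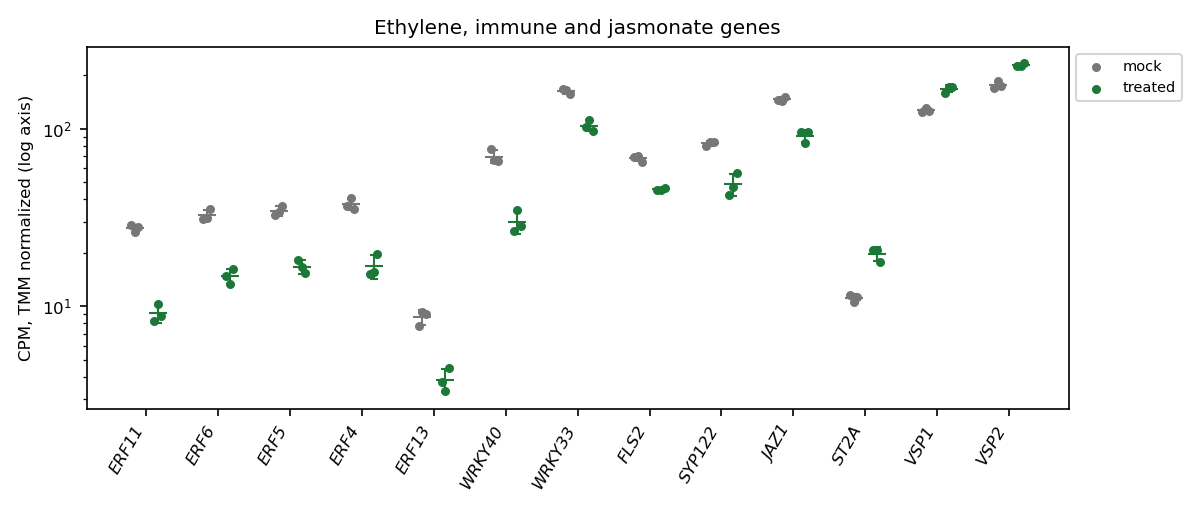
TMM-normalized CPM, on a log axis, of ethylene response factors, immune genes and jasmonate genes. Points are libraries, horizontal bars are means and vertical bars are SD (n = 3 control in gray, n = 3 treated in green). The treated points lie below the control points from *ERF11* to *JAZ1* and above them from *ST2A* to *VSP2*, where *VSP2* went from 176 ± 8.43 to 228 ± 4.46 CPM.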

All DEGs considered under this analysis could be found in the Supplementary Table S1.

### 3.3. Gene Expression Level by qRT-PCR

In order to assess transcriptomic analysis results, we decided to the check gene expression level of some key genes of each area of relevance highlighted by the RNA-seq study, including IRT1 and FRO2 (which regulate iron transportation and are related to plant growth), XTH14 (xyloglucan endotransglycosylase and in relation to cell wall biogenesis), FLS1 (flavonol synthase), SPS4F (sucrose biosynthesis) and LAS1 (lanosterol synthase) (Figure 3). Consequently, the quantitative real-time PCR results further supported previously described gene ontology analyses. In this way, the upregulation of two of the main iron transport genes showed how the inoculation with *P. megaterium* YC4-R4 was able to induce the plant growth by enhancing the transportation of metallic ions as Fe^2+^, necessary for chlorophyll synthesis. Similarly, the upregulation of some key genes for lipid and carbohydrate biosynthesis may be related to plant growth regulation in terms of cell wall biogenesis. In the case of the XTH14 gene, it was even induced by 4-fold. On the other hand, phenols’ and derivates’ biosynthesis were shown to be as well upregulated as part of the plant growth-promoting mechanisms, especially related to reactive-oxygen-species scavenging during such a process. These results collectively suggest that the bacteria-induced transcript regulation plays an important role in plant general growth patterns. In Supplementary Figure S5, we included the gene expression level for some of the downregulated key gene expression levels.

### 3.4. Iron and Chlorophyll Content

The amount of iron and total chlorophylls was recorded 9 DAT, coinciding with the early emergence of the growth promotion phenotype induced by treatment with *P. megaterium* YC4-R4. Thus, the amount of iron accumulated in the treated seedlings was up to 4% higher (483.3 ± 10.6 μg·g^−1^ DW) than that accumulated in those of the control group (467.1 ± 18.8 μg·g^−1^ DW) (Figure 4a). Regarding total chlorophyll content, despite observing a slight increase in it, this was not significant in the treated seedlings with respect to the control group (Figure 4b). In this early phenotype stage, it is shown that a greater accumulation of iron is sufficient to produce more biomass in the treated seedlings, without even showing a significant increase in their content of chlorophylls. 

### 3.5. Cellulose and Lipid Determination

After observing an increase in total biomass in plants with bacterial treatment, the metabolomic factors behind it were evaluated. Thus, the measurement of the total content of cellulose and lipids was carried out as the most relevant compounds for the formation of new cell walls. Thus, the seedlings treated with *P. megaterium* YC4-R4 showed an increase of slightly higher than 7% (118.3 ± 6.7 μg·g^−1^ FW) compared to the seedlings of the control group (109.7 ± 6.6 μg·g^−1^ DW) (Figure 4c). On the other hand, the total % of lipids recorded was also higher in the treated seedlings (almost 38%) compared to those in the control group (35%) (Figure 4d). The higher accumulation of cellulose and the higher percentage of lipids in the processed samples of treated seedlings are shown as a direct support of the early phenotype of higher DW detected above. 

### 3.6. Total Phenol and Flavonoid Content

The presence of phenols and flavonoids is usually related to plant defense, as well as part of the antioxidant systems of plants. In general, growth and development processes produce reactive oxygen species (ROS), which are increased in proportion to the increase in biomass generated. Thus, we carried out the determination of the total phenols and flavonoids of the treated seedlings compared to those of the control group. Starting with the determination of total phenols, the seedlings treated with *P. megaterium* YC4-R4 showed an increase of about 45% (16.243 ± 0.576 μg·g^−1^ FW) compared to the seedlings of the control group (9.118 ± 1.144 μg·g^−1^ DW) (Figure 4e). Regarding the total flavonoids, we also detected an increase in their production in the treated seedlings (3.112 ± 0.346 μg·g^−1^ FW), compared to those of the control group (2.689 ± 0.188 μg·g^−1^ FW), assuming an increase in accumulated flavonoids of 13.6% (Figure 4f). 

### 3.7. Soluble Sugar Content

Finally, considering that the synthesis of simple sugars and compounds derived from carbohydrates is directly related to the plant’s growth rate, we decided to determine the total soluble sugar content after the treatment with *P. megaterium* YC4-R4. Thus, measurements of soluble sugars showed that the treated seedlings accumulated only 2% more (151.01 ± 6.58 μg·g^−1^ FW) compared to the seedlings of the control group (147.79 ± 6.59 μg·g^−1^ DW), not enough to be statistically significant (Figure 4g). Probably, the rate of consumption of the same to carry out the vegetative growth leads to the accumulation of the same in treated plants not showing to be significant. This experiment was repeated three times with similar results and n = 3 biologically independent samples.

**Figure 4:**
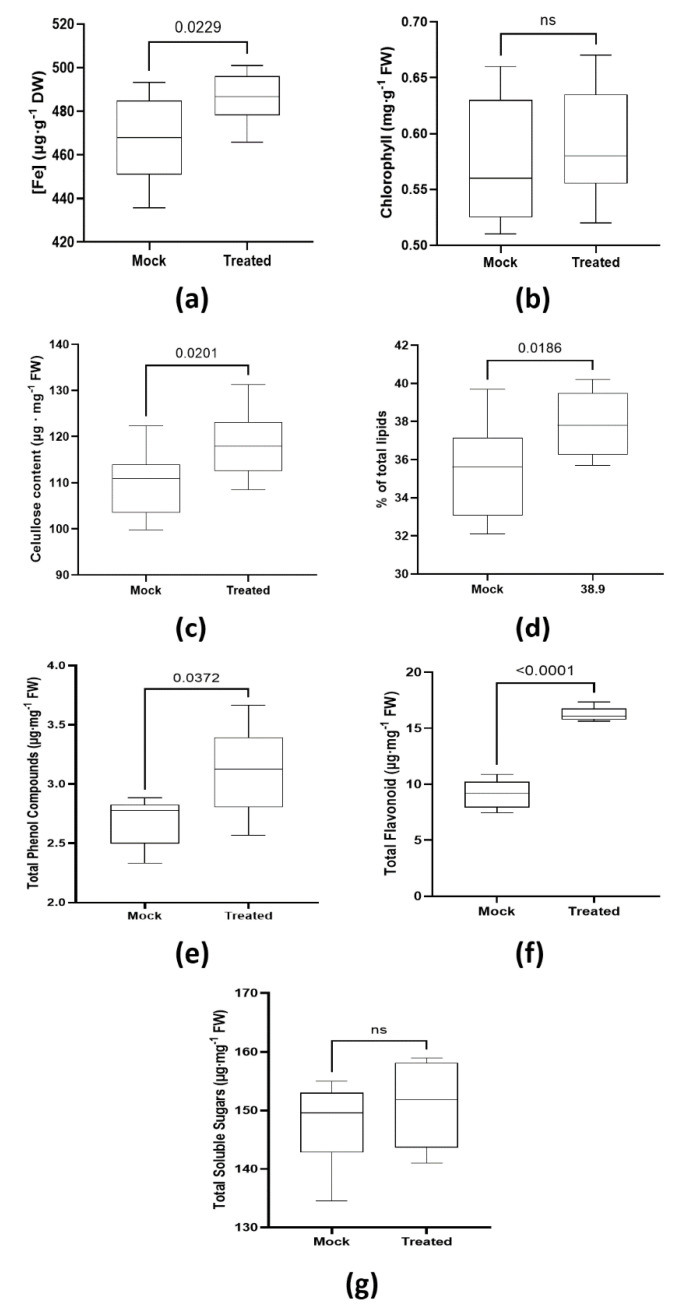
Plant-growth-promotion key metabolite determination. The panel shows the determination of different compounds related to the bacteria-mediated plant growth-promotion process. Thus, (**a**–**f**) boxplots show the iron content (**a**) and the total chlorophyll content (**b**); the total cellulose (**c**) and lipid proportion (**d**); total phenol (**e**) and flavonol content (**f**); and the total soluble sugar content (**g**). Three repetitions of three replicas (n = 9) were prepared for this test. All the boxplots and violin plots in this figure show representative data from three independent experiments (each one with n = 9 biologically independent samples). Whiskers represent the minimum to maximum data range, and the median is represented by the central horizontal line. The upper and lower limits of the box outline represent the first and third quartiles. Dots in violin plots represent the dispersion of each sample recorded. Error bars represent s.d., including *p*-value when they were significant, or ‘ns’, when they were not significant.

## 4. Discussion

Nowadays, bacterial biofertilizers are considered to represent a sustainable alternative with great potential. Their combined use may drastically reduce the use of phytosanitary products of chemical origin, also reducing their impact on the soil and the environment [16,17,46]. However, these products also require a good understanding of their working mechanisms, not only to enhance their use and make them more efficient, but also to guarantee their safety and reliability in the future [47,48,49]. In this way, they have usually been classified as having a direct action, for example, improving the availability of nutrients, or an indirect action, such as the biocontrol of pathogens [16]. However, we have to consider that the involved mechanisms and effects can go further. 

In this work, we have sought to elucidate how the regulation of the central and secondary metabolism of the plant occurs during the processes of beneficial interaction, through a transcriptomic and biochemical analysis of some of the most relevant development-related compounds. The model strain, *Priestia megaterium* YCR-R4, as with many other related to *Priestia* or *Bacillus* genus, has been described as a beneficial strain capable of solubilizing phosphates, producing auxins, or controlling ethylene levels via aminocyclopropane-1-carboxylic acid (ACC) deaminase [30]. Moreover, similar kinds of strains have been reported as well to be able to modulate some specific mechanisms in plants [50,51]. By using *Arabidopsis thaliana* Col-0 as a model plant, we detected, firstly through transcriptomic analysis and gene expression level, that many central metabolism-related genes were upregulated. These results were assessed by biochemical tests, showing this regulation was finally reflected in an increase in total cellulose and in percentage of lipids, which is consistent with previous studies regarding the accumulation of these compounds in plants with accelerated growth rates, capable of tolerating environmental stresses, as well as resistant to pathogen infections [52,53,54,55,56]. In this sense, some authors such as Pršić and Ongena have reported how beneficial bacteria enhance the cell wall related to plant immunity triggering [57]. In our study, defensive systems were downregulated in plants under treatment, indicating the cell wall biogenesis was related to a direct vegetative growth instead of a defensive mechanism. Moreover, some secondary metabolism biosynthetic pathways were upregulated as well. One of the most interesting was the increasing levels of phenols and flavonoids. Despite them being described as ROS scavengers (which can over-accumulate in growth processes and limit them) or defense activation molecules, many studies have pointed their influence on the bacteria-mediated plant growth promotion process [58,59,60]. In this sense, these compounds have also been described as fundamental as signal molecules in cell wall biogenesis [61,62,63,64].

Finally, it should be noted that, through transcriptomic analysis, we were able to evaluate the positive regulation of other genes involved in cell wall organization, such as isoprenoid (dolichol), phospholipids, or glycolipid biosynthesis-related genes. Some of them have been already reported as genes induced under bacteria interaction processes [65,66,67]. In addition, the upregulation in the synthesis of sugars and polysaccharides (cellulose, glycoside, sucrose, and glucosinolate) was also revealed after transcriptomic analysis. 

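In the deposited descriptions, the terms for dolichol and phosphatidylglycerol held 1 tested gene each. *cPT4*, a cis-prenyltransferase annotated to dolichol synthesis, had a log2 fold change of 0.87 (standard error 0.09, adjusted p = 0.000120 from edgeR's quasi-likelihood test, Benjamini-Hochberg). It was the only tested gene with the term dolichol biosynthetic process (1 of 1, Fisher's exact test, one-sided, Benjamini-Hochberg adjusted p = 0.0809). A term of 1 gene has no unadjusted p under 0.0183 by this test. Such a term could hardly pass after adjustment, so its failure decides nothing. Likewise *FADA*, a desaturase of chloroplast phosphatidylglycerol, rose by 0.93 on the log2 scale and was the only gene of phosphatidylglycerol metabolic process. These genes were named after their values were seen. The terms isoprenoid biosynthetic process (0 of 10) and glycerolipid metabolic process (0 of 1) did not pass Fisher's exact test (Benjamini-Hochberg adjusted p = 1 for each). Of 21 genes of glycerolipid and phospholipid synthesis, 0 passed both limits by any of the 5 tests of edgeR, DESeq2 and limma-voom or when adjusted over the list alone, and 4 were higher and 2 lower at an unadjusted p under 0.05. *DGD1*, a synthase of the glycolipid digalactosyldiacylglycerol, had a log2 fold change of 0.41, under the fold limit. That list did not pass the test against other genes (camera, Benjamini-Hochberg adjusted p = 0.412).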

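*SPS4F*, a sucrose phosphate synthase, rose from 64.7 ± 0.646 to 132 ± 8.24 CPM (SD, n = 3 per group), a log2 fold change of 1.03 (standard error 0.07, adjusted p = 7.99e-06 from edgeR's quasi-likelihood test, Benjamini-Hochberg). Of 18 genes of sucrose metabolism and transport, 2 rose (also 2 when adjusted over the list alone), and the next enzyme of the pathway, *SPP2*, had a log2 fold change of 0.36. The other was the sucrose synthase gene *SUS3* (0.61), which lost its call without control library 1 (log2 fold change 0.55), control library 3 (adjusted p = 0.0640) or treated library 1 (adjusted p = 0.0608; edgeR, Benjamini-Hochberg). The median of the list was 0.04 (camera, Benjamini-Hochberg adjusted p = 0.0471), with adjusted p = 0.495 with an estimated correlation, 0.260 without control library 1 and 0.127 without treated library 1. *GBSS1*, a starch synthase named after its value was seen, had a log2 fold change of 1.19 and was 1 of 2 genes with the term glucan biosynthetic process. That term and sucrose metabolic process (1 of 5) did not pass Fisher's exact test (Benjamini-Hochberg adjusted p = 0.125 and 0.273). The wider term carbohydrate metabolic process held 9 upregulated genes of 232, against 4.24 by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.102, and 0.0132 without the fold limit). Carbohydrate biosynthetic process held 0 of 28.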

Although these compounds did not notably increase in the treated samples (at least the soluble ones), these compounds may be rapidly consumed, so the detection technique could not be resolutive enough. Alternatively, they may be employed in fast energy consumption to meet the needs of accelerated growth [68]. Probably, this rate of consumption in vegetative growth leads to the treated plants not showing a significative accumulation of sugars [69,70].

Furthermore, through transcriptomic analysis, we were also able to observe an upregulation of other genes directly related to plant nutrition and the production of essential compounds such as amino acid derivatives. Among these genes, those related to the transport of ammonium ions and phosphates, as well as the regulation of the assimilation of sulfates, stand out, being considered as especially relevant for plant nutrition and development. On the other hand, considering the amino acid derivatives’ upregulation, the synthesis of nicotianamine is noticeable as a metal-chelating agent that can supplement the siderophores produced by the bacterium *Priestia megaterium* YC4-R4 to guarantee the necessary amount of metal ions (as Fe^2+^ and Zn^+^) required for plant vegetative growth [30,71,72]. Likewise, through the biochemical study, we were able to describe a substantial increase in iron concentration in the plant. However, this did not significantly translate into an increase in total chlorophyll. This can be explained because the content per milligram of tissue remains the same, but the plant generates more tissues, as it needs more chlorophyll and iron [73]. 

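Among genes that respond to phosphate and nitrate supply, few passed both limits. The acid phosphatase gene *PAP17*, induced under phosphate shortage, rose from 9.87 ± 0.496 to 15.9 ± 0.782 CPM (SD, n = 3 per group; log2 fold change 0.69). *SPX1*, a phosphate sensor, rose by 0.62 on the log2 scale. These were 2 of 11 genes of the phosphate starvation response (also 2 when adjusted over the list alone; camera, Benjamini-Hochberg adjusted p = 0.0471), with adjusted p = 0.236 with an estimated correlation. *SPX1* lost its call without control library 2 (adjusted p = 0.0963), control library 3 (0.135) or treated library 3 (0.0535; edgeR, Benjamini-Hochberg) and without treated library 2 (log2 fold change 0.52). The camera call was lost without control library 2 (Benjamini-Hochberg adjusted p = 0.0774), treated library 1 (0.0508) or treated library 2 (0.0860). Of 6 genes of nitrate transport and reduction, 0 passed both limits by edgeR's quasi-likelihood test or limma-voom, 1 was higher by edgeR's exact and likelihood ratio tests, by DESeq2 or when adjusted over the list alone, and 2 were higher and 1 lower at an unadjusted p under 0.05. The high-affinity transporter gene *NRT2.1* had a log2 fold change of 0.94 (adjusted p = 0.0564) and the nitrate reductase gene *NIA1* one of -0.56 (adjusted p = 0.00292; edgeR's quasi-likelihood test, Benjamini-Hochberg). Without treated library 2, 1 of the 6 was higher, and without control library 1 or treated library 3, 1 was lower. The plastid phosphate transporter gene *PHT2;1*, named after its value was seen, rose by 0.60, and with *PHT1;1* it made 2 of 7 genes for the term phosphate transport (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0508, and 0.0455 with DESeq2).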

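Of the 4 genes of nicotianamine synthase, which joins S-adenosylmethionine units into this metal chelator, 3 rose in treated seedlings. *NAS1* rose from 15.3 ± 0.722 to 31.8 ± 2.30 CPM (SD, n = 3 per group), a log2 fold change of 1.06 (standard error 0.09, adjusted p = 3.03e-05 from edgeR's quasi-likelihood test, Benjamini-Hochberg). *NAS2* rose from 2.41 ± 0.781 to 5.59 ± 0.348 CPM (log2 fold change 1.28) and *NAS4* by 0.73 on the log2 scale. *NAS1* and *NAS2* are similar copies that may share reads. *NAS3* had a log2 fold change of 0.30 (adjusted p = 0.138 from the same edgeR test, Benjamini-Hochberg). The count was also 3 when adjusted over the list alone. The list was higher than other genes (camera, Benjamini-Hochberg adjusted p = 2.23e-09, and 0.0299 with an estimated correlation). The 3 genes that rose are also counted in the iron uptake list, so the results of these lists are not independent.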

Along the same lines, some authors have described that a larger plant size is not always linked to a higher chlorophyll content. This is the case described for larger genotypes of *Artemisia cina*, shown by Kasmiyati, Kristiani and Herawati, where the total amount of chlorophyll was equal to or slightly less than that of smaller genotypes [74].

Regarding plant general growth, on some occasions it has been mentioned that, despite being treated with a biofertilizer, this is not fully reflected in an increase in fruit production [75]. Despite nutrients as nitrogen being more accessible, a higher vegetative growth was not linked to higher productivity level [75]. This induced growth in certain tissues, such as roots or stems, becomes highly relevant since it is likely to result in a better state of health or a better response to mild environmental stresses, linked to an efficient regulation of phytohormones, but still not enough to consider a better final production [76,77,78,79,80]. Further tests considering yield are necessary to cope with this question. However, in the case of some forage crops such as alfalfa (*Medicago sativa*), it could be especially interesting to simply stimulate vegetative growth per se, since the use of these plants mainly includes as forage the vegetative tissues such as leaves and stems [81,82,83]. Nevertheless, in the case of beneficial interaction with microorganisms, we can recommend a higher cell wall production and plant size as factors to assess the general health status of crops treated with beneficial bacteria and other types of biofertilizers.

## 5. Conclusions

In this study, we described how a plant growth-promoting model strain, *Priestia megaterium* YC4-R4, is capable of influencing the central and secondary metabolism of the plant to increase its growth. In this way, we were able to verify through transcriptomics, gene expression, and biochemical determinations how this strain promotes basic growth areas such as cell wall biogenesis or metal ion transport. In addition, *P. megaterium* YC4-R4 was able to induce the production of phenols and flavonoids, which in this context, may be acting as positive growth regulators, signal molecules for development, as well as for scavenging ROS molecules. In addition, the positive regulation for the use of basic nutrients and sugars, as well as the negative regulation of the plant’s defensive response, has also been supported in this work. Hence, this is one of the first plant–microorganism models in which we have been able to assess that the promotion of growth is not only given directly due to nutrient supplementing, but also by influencing the central and secondary metabolism in order to increase the rate of vegetative growth and improve the efficiency of the associated mechanisms.

## Figures and Tables

**Figure 1:**
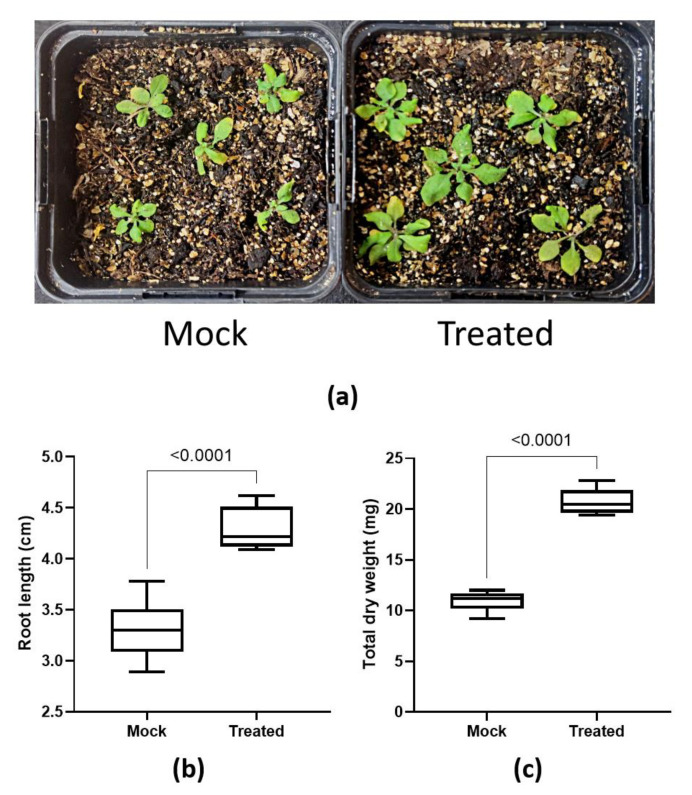
Plant growth promotion test. (**a**) The picture shows the 9 DAT phenotype of seedlings under ‘Mock’ (control) and ‘Treated’ conditions; (**b**,**c**) boxplot graphs record the main root length (**b**) and dry weight of the whole plant (**c**). Four independent experiments (each one with n = 5 biologically independent samples) were prepared in this test. Whiskers represent the minimum to maximum data range, and the median is represented by the central horizontal line. The upper and lower limits of the box outline represent the first and third quartiles. Error bars represent s.d., including *p*-value when they were significant.

**Figure 2:**
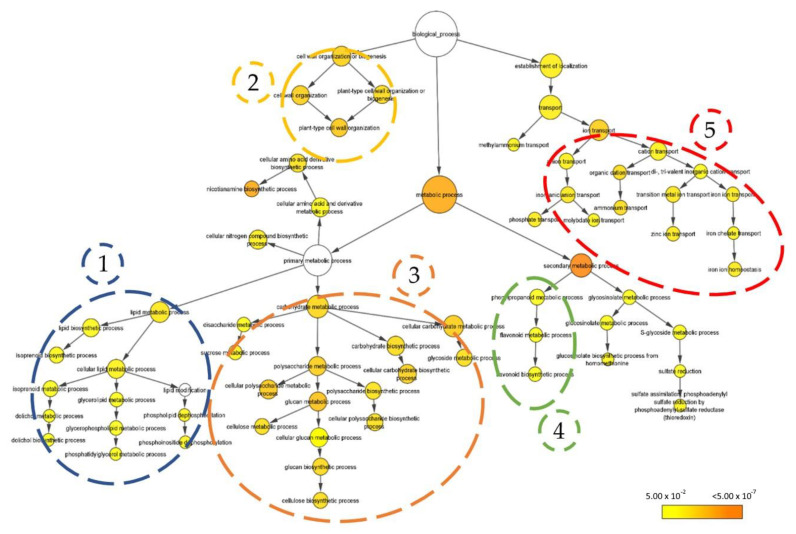
Plant transcriptomic regulation under inoculation with *P. megaterium* YC4-R4. Gene Ontology categorization of YC4-R4-induced DEGs. The size of solid-lined circles represents the number of genes in each category; meanwhile, the color indicates the significance of gene expression in each category. Clustered biological processes are indicated manually by outline-dashed circles, numbered as (1) in blue, for lipid biosynthesis; (2) in yellow, for cell wall biogenesis; (3) in orange, for carbohydrate biosynthesis; (4) in green, for phenol and flavonoid biosynthesis; and (5) in red, for metallic and organic ion transport. See Supplementary Figure S4 (heatmap).

**Figure 3:**
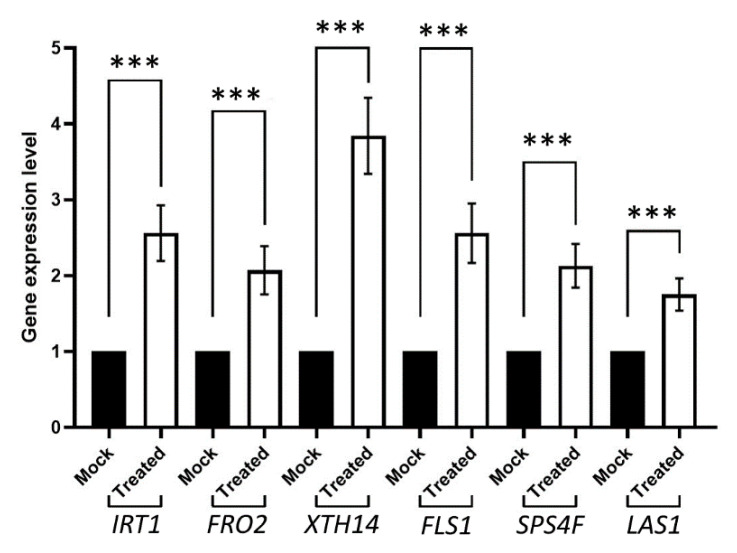
Relative expression levels of key genes. The bar graph shows representative quantitative real-time PCR results from three independent experiments (each one with n = 3 biologically independent samples) for key genes in the areas of interest highlighted by transcriptomic analysis. Asterisks (***) stand for *p*-values > 0.001. Error bars represent s.d.

**Table 1:** Primers used in qRT-PCR procedure for gene expression level evaluation.

Gene	Locus	Read	Sequence (5′–3′)
*IRT1*	AT4G19690	Forward	GGAAGAATGTGGAAGCGAGT
		Reverse	TCTGGTTGGAGGAACGAAAC
*FRO2*	AT1G01580	Forward	ATAGGGAGACGAAGGGAGGA
		Reverse	AGGAGTGATAGTGGCGAAGC
*FLS1*	AT5G08640	Forward	TCCTCACTTCCTCCCTCCTT
		Reverse	CGCTGGTTGTTCTTTCTCTG
*XTH14*	AT4G25820	Forward	CATCCTTACACTATCCACACCAA
		Reverse	CCACCCCATTTTTCTCGTT
*SPS4F*	AT4G10120	Forward	GCTCTTTGTGGTTGCTGTTG
		Reverse	CGCTTTGATGTTTCCGTTGT
*LAS1*	AT3G45130	Forward	TGTTTCTCTTGCCTGCTCTG
		Reverse	GTAGTCCCCATCCTCCATCC

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants11223039/s1, Supplementary Figure S1: Root phenotyping after treatment; Supplementary Figure S2: RNA-seq downregulated DEGs; Supplementary Figure S3: Downregulated DGEs Heatmap; Supplementary Figure S4: Upregulated DEGs Heatmap; Supplementary Figure S5: Downregulated key gene expression levels; Supplementary Table S1: DEGs considered in this study.

How the deposited data were processed for this re-analysis (not part of the article)

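RNA-Seq libraries from whole *Arabidopsis thaliana* Col-0 seedlings were compared, 3 from control seedlings with mock inoculation and 3 from seedlings treated with *P. megaterium* YC4-R4, all collected 7 DAT. The authors trimmed the reads with Trimmomatic 0.36, checked them with Rockhopper, aligned them to TAIR10 with HISAT2 2.1.0 and made the deposited gene counts with HTSeq-count. The deposited CPM values are the authors' counts divided by the total of each library, and they equal this ratio to within 3.6e-11. The deposited log2 fold changes and average log2 CPM values came from the authors' edgeR comparison of treated with control libraries. The p-value and FDR columns were deposited by the authors from the same edgeR comparison, without its version, type of test or normalization. The strand setting of the counting and the version of the gene annotation are not stated in the sources used here.

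The deposited table holds 19616 genes (19567 nuclear, 45 of the chloroplast and 4 of the mitochondria), each with a CPM of at least 1 in at least 2 libraries, and 18631 with a CPM of at least 1 in all 6. Genes below that level were not analysed here. Some gene descriptions are marked as removed in the file (826 short and 10 long ones), so names were taken from the TAIR annotation where needed. Total counts were 10804936, 12263720 and 20040520 for the control libraries and 21904205, 15292377 and 20756449 for the treated libraries. Library numbers do not pair across the groups in the labels, and the deviations of libraries with the same number correlated at -0.159, -0.248 and 0.126, so no pairs were used. Among unlike numbers, the correlations were 0.379 (control 1, treated 2), 0.226 (control 2, treated 3) and 0.127 (control 3, treated 1). The remaining values were 0.068 (control 2, treated 1), -0.211 (control 3, treated 2) and -0.292 (control 1, treated 3). No column of the file was without a sample.

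The counts were analysed in R 4.3.3 with edgeR 4.0.16, using filterByExpr (which removed 1 gene, leaving 19615), TMM factors and the quasi-likelihood test with no covariate. Genes were called higher or lower at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5, the limits that the paper states. Per-gene values are TMM-normalized CPM. For the 6 genes of Figure 3, an exact two-sided permutation test was added, for which 0.1 is the smallest possible p. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The analysis was tested on simulated data with the depths of these libraries and the same spread for every gene. Deviations shared by libraries were not simulated, so real data can give fewer true or more false calls. Among 50 genes per fold, 40 passed the adjusted p at a fold of 1.5, 47 at a fold of 2, and all 50 at folds of 3 and 4. Of the 19614 genes tested, changed ones included, 4 unchanged genes were called.

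Before the data were examined, 48 gene lists with 749 distinct genes were written from general knowledge, for the pathways, nutrients and hormones that the paper discusses, for markers of tissues, and for the clock, abscisic acid, photosynthesis and the rapid response to handling. Of these genes, 76 are not in the table, and 7 of those in it were dropped because their locus carries another symbol, which left 666. No member of the flower organ and seed storage marker lists was in the table, so 46 lists were tested. The members past both limits were counted, also with p adjusted over the list alone. Each list was compared with the other genes by camera in limma 3.58.1, at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists. GO terms of Figure 2 and of the text (31 for higher genes, 10 for lower genes) were tested by a one-sided Fisher's exact test. The background was the 8870 tested genes with a biological process term in the deposited descriptions. Parent terms were not added.

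The rule for naming genes was also fixed before the data were examined. It took the 10 genes with the largest rise and the 10 with the largest fall among called genes with an average log2 CPM of at least 1 and no overlap between the groups' libraries. It also took each gene that the paper names, and up to 4 genes with the smallest adjusted p in each list. Other genes are named where a count or a GO term rests on a few of them, as the full set of called genes or as genes named after their values were seen.

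Alternatives set before the data were examined changed 1 choice each where possible. They were other normalizations (DESeq2 size factors, upper quartile, library size alone), other filters (none, CPM of at least 1 in 3 libraries), and other tests (edgeR's exact and likelihood ratio tests, DESeq2 1.42.0, limma-voom). Further ones were other thresholds (adjusted p alone, a fold of 2, glmTreat against a fold of 1.5), the authors' deposited p-values, a block for replicate number, each library left out in turn, fry, and an estimated correlation in camera. DESeq2 and limma-voom changed the model of the spread with the test, and the authors' p-values may rest on other choices too. A pseudocount on deposited CPM was not varied, since the counts themselves were used. Chosen after the data were seen were offsets for GC content and exon length (20 bins, 19549 genes with reference values), thinning of every library to 10804936 counts, and leaving out control library 1 and treated library 2 together. The paper's qPCR, growth and biochemical measurements were not analysed here.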

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

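The comparison of clock genes by time of day and the comparison of root hair markers with other root markers were chosen only after the results were seen, as were the corrections for GC content, gene length and depth. Signals appeared in 3 groups of genes that the paper's results do not discuss. Of 18 root hair markers 9 were higher in treated seedlings, of 22 abscisic acid and water deficit genes 5 were higher, and of 19 circadian clock genes 5 were higher. Without control library 3, 3 of the abscisic acid genes were higher.

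Among the root hair markers, *RHS13* rose from 2.62 to 7.21 CPM, and the list's median log2 fold change was 0.86. The median was 0.85 after offsets for GC content and gene length (0.8468) and 0.86 after thinning to equal depth (0.8559), which argues against either as the whole source. A larger share of roots in the treated libraries would raise other root markers too, but the 10 tested of 17 listed had a median of -0.0453 (difference 0.90, permutation test of genes, p = 0.00195). That p takes genes as independent, while the root hair markers varied together (estimated correlation 0.145). It therefore does not measure the spread between seedling samples. More or longer root hairs, higher expression per hair, or hairs lost unequally when seedlings were taken from the soil may each account for the rise, and none of these was tested. With camera's estimated correlation the list had an adjusted p of 0.0634.

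Of 15 genes of the rapid response to wounding and handling, 12 were lower, with a median of -0.89, or -0.9003 after the GC and length offsets and -0.8835 after thinning, which argues against these as the whole source. Harvest of the groups at another time of day stays open. Dawn-phased clock genes had a median log2 fold change of 0.54 (10 genes) and day- and evening-phased ones -0.16 (9 genes), a difference of 0.7009. The clock values had been seen before that split was made, and a shift of the clock by the treatment predicts the same difference, so it decides nothing on a harvest effect. A response to the bacterium itself, or unequal handling before freezing, may also account for the falls and was not tested.

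Control library 1 and treated library 2 lay apart from the other 4 libraries on principal component 2 (20.89 and 18.87), and their deviations from their groups correlated across genes at 0.379. The correlation was 0.379 after length offsets and 0.34 after thinning, which argues against length and depth as its main source. After GC offsets it was 0.304, with an SD over chromosomes of 0.0357, so a GC trend as part of the source cannot be told apart from another one by this value. The labels give no batch, and no biological explanation was tested. Without both libraries, 320 genes were higher and 317 lower.

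The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. In 1 of the 10 splits, the real one, edgeR called 340 higher and 302 lower genes, 22 lists and 3 GO terms of higher genes, while the highest other split gave 0, 0, 16 and 0. For GO terms of lower genes, all 10 splits gave 0.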

How the results depend on the processing

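The GC and length offsets, the thinning and the omission of 2 libraries together were chosen after the data were seen, and the other alternatives before. The counts of 340 higher and 302 lower genes stayed within 1.5 times under other normalizations and filters (335 to 340, 299 to 310), other tests (310 to 429, 285 to 353), a block for replicate number (282 and 265), and each library left out in turn (257 to 338, 248 to 352). They did so too with the authors' p-values (415 and 352), the GC and length offsets (400 and 284), thinning (310 and 287) and 2 libraries left out (320 and 317). They moved to 1001 and 887 with the adjusted p alone, 45 and 60 with glmTreat against a fold of 1.5, and 98 and 90 at a fold of 2. These changes follow from the limits themselves.

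Lists past camera numbered 22, 20 to 24 with a library left out and 20 with the block, but 8 with an estimated correlation between genes. GO terms passing numbered 3 for higher and 0 for lower genes, and 5 and 3 with the adjusted p alone. Of the 6 genes of Figure 3, 5 to 6 were higher with a library left out. Over single genes, lists and GO terms, 4144 comparisons stayed on their side of the threshold, 90 lost their call and 43 gained one. No call changed direction, while lists not past the threshold, such as copper and jasmonate, went both ways. Of 79 called genes named by the rule set beforehand, 66 were called under each alternative that kept the limits (normalization, filter, test, block, offsets, thinning, libraries left out). Genes named only after their values were seen are not in these counts. The rule favored genes with large changes or small adjusted p, so these counts do not stand for all called genes. With a library left out, 226 (without control library 3) to 291 (without treated library 2) of all 340 higher genes stayed called. Of all 302 lower genes, 233 (without treated library 1) to 276 (without treated library 2) stayed called. Of 50 genes simulated with a fold of 1.5, 40 passed the adjusted p and 24 also the fold limit, and other depths were not simulated.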

Differences from the paper's values

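The alternatives in this part were set before the data were examined, except those said to be chosen after. The paper gives 734 upregulated and 630 downregulated genes at a fold change of at least 1.5 and an FDR of at most 0.05, against 340 and 302 here at the same limits. The adjusted p without a fold limit gave 1001 and 887, the only alternative set beforehand that came within 1.5 times of both of the paper's counts. The other normalizations, filters and tests, the block, each library left out, a fold of 2, glmTreat and the authors' deposited p-values (415 and 352) did not. The deposited table itself holds 415 and 353 genes at the stated limits, and 1218 and 1145 at its FDR alone. The GC and length offsets (400 and 284), thinning (310 and 287) and leaving out control library 1 and treated library 2 (320 and 317), chosen after the values were seen, did not come within 1.5 times either.

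The paper lists defense, ethylene synthesis and indole synthesis among the processes of downregulated genes. It also gives expression levels of some downregulated genes in its supplement, which were not analysed here. Of 10 GO terms of defense, jasmonic acid and ethylene, with none of indole among them, 0 passed here with edgeR's genes, 0 at an unadjusted p under 0.05 and 0 with DESeq2's, although 3 defense terms passed with the adjusted p alone. The defense-related term response to chitin, outside these 10, passed among lower genes in a test of all 460 terms, chosen after the results were seen. It held 10 of 52 genes (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 4.54e-07). Of 11 ethylene synthesis genes 1 was higher (*ACS2*) and 1 lower (*ACO3*). Of 11 genes listed for camalexin synthesis 3 were higher and 1 lower, but *CYP82C2* among the higher ones belongs to a branch beside it. On the other side, 7 of 25 ethylene signaling genes and 5 of 24 immunity genes were lower and 0 of either were higher, as the paper's text has it for defense and ethylene.

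The paper describes the response to jasmonic acid as lowered by the bacterium. Here that GO term held 0 of 29 genes among the lower ones, and of 38 jasmonate genes 3 were lower and 1 was higher, or 6 lower and 8 higher by the adjusted p alone. It describes lipid synthesis as raised, while 0 of 17 fatty acid genes and 0 of 21 glycerolipid genes passed both limits with edgeR or DESeq2, with 5 fatty acid genes higher by the adjusted p alone and *LAS1* higher among 19 sterol genes. It describes cellulose synthesis as raised. The GO term passed here on cellulose synthase-like genes, and 0 of 13 genes of primary wall cellulose synthesis passed both limits with edgeR or DESeq2, with 1 higher and 1 lower at an unadjusted p under 0.05. The paper also measured lipid and cellulose content, on a later day than the RNA, and gives higher values for treated seedlings. The RNA values do not test those contents. Of the 31 GO terms for higher genes 3 passed here. Phosphate transport passed with DESeq2 (0.0455) and with the block (0.0398), and carbohydrate metabolic process (0.0132) and lipid metabolic process (0.00252) passed with the adjusted p alone, by Fisher's exact test with Benjamini-Hochberg adjustment. The paper used BiNGO for GO terms, and parent terms were not added here. The deposited terms also miss called genes. Ammonium transport held 1 gene, not called, although *AMT1;2* and *AMT1;3* rose. Flavonoid biosynthetic process held 1 called gene of 14, although 15 of 20 listed flavonoid genes rose. A term that did not pass here may thus reflect missing annotation, and these tests do not repeat those of the paper.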

Other observations

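The tests of all GO terms were chosen after the results were seen, and that of energy starvation genes after the largest falls were seen. Among abscisic acid genes, *RD20* rose from 24.8 ± 0.518 to 40.9 ± 1.77 CPM, the lipid transfer protein genes *LTP3* (1.38) and *LTP4* (2.39), similar copies whose reads are hard to part, rose. *HB7* and *HAI1*, named after their values were seen, rose too. *NCED3*, a gene of abscisic acid synthesis named after its value was seen, fell by 1.03 on the log2 scale. That made 5 higher and 1 lower of 22 (the same when adjusted over the list alone; 3 higher without control library 3). The list had a camera adjusted p of 0.00240 (Benjamini-Hochberg), and 0.303 with an estimated correlation. Of the clock genes, *LHY* (0.66), *CCA1* (0.67), *COL2* (0.79), *RVE1* (0.71) and, named after its value was seen, *RVE8* (0.66) were the 5 that rose, and *TOC1* had -0.28 (camera adjusted p = 0.00379, Benjamini-Hochberg, and 0.250 with an estimated correlation).

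Of 31 photosynthesis genes 1 was higher, *RBCS1B* (log2 fold change 0.68), and the list's median was -0.12. It came under the fold limit without control library 1 (0.54) and had adjusted p-values of 0.0645, 0.0555 and 0.0548 by edgeR (Benjamini-Hochberg) without control library 3, treated library 1 and treated library 3. Without treated library 3, 2 of the list were lower, and the list was lower than other genes at camera's preset correlation of 0.01 (camera adjusted p = 0.00954, Benjamini-Hochberg). With all libraries the estimated correlation of these genes was 0.545, and camera with it gave an adjusted p of 0.997 (Benjamini-Hochberg). Of 14 chlorophyll genes 1 was lower, *PORA* (-0.63), with adjusted p-values of 0.0757 and 0.0532 by edgeR (Benjamini-Hochberg) without control library 3 and treated library 1, and a log2 fold change of -0.55 without treated library 2. Of 20 wax and cutin genes 1 was higher (2 when adjusted over the list alone), *WSD1* (1.35), with adjusted p-values by edgeR (Benjamini-Hochberg) of 0.0752, 0.128, 0.0700 and 0.0534 without control library 2, control library 3, treated library 1 and treated library 3. The wax list was higher than other genes (camera adjusted p = 4.09e-06, Benjamini-Hochberg), with 0.0950 with an estimated correlation.

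Besides the lists given at the paper's sentences, 6 others had no member past both limits by edgeR, DESeq2 or limma-voom. At an unadjusted p under 0.05, 1 of 7 iron storage genes was higher, 3 of 4 triterpene genes were higher, and 1 of 10 suberin genes was higher and 1 lower. Of 10 root markers other than hairs 2 were higher, of 7 guard cell markers 2 were lower, and of 8 reference genes 1 was lower, with *UBQ10* at -0.21 and *ACT2* at -0.04. Of 10 copper genes 0 passed by edgeR's quasi-likelihood test, DESeq2 or limma-voom and 1 by its exact test, with 4 higher and 2 lower at an unadjusted p under 0.05. Of the 7 genes that the paper names 6 were higher, which is no independent evidence, since the study chose them on these samples.

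*SEN1*, *DIN10* (-1.25) and *AT3G15450* (-1.41) are induced in the dark or under sugar shortage and were among the large falls, while *DIN2*, of the same kind, rose. The hypothesis that genes induced by energy starvation are lower in treated seedlings as a set was then tested on 13 other such genes, with the prediction written before their values were seen. Hypothesis and test used the same 6 libraries, so the outcome is no independent evidence. The 12 of these genes in the table had a median of -0.5655 (camera p = 6.42e-17, and 0.00255 with an estimated correlation), with 0 higher and 5 lower by edgeR, *ASN1* (-0.89), *DRM2* (-1.22), *TPS10* (-0.73), *TPS11* (-0.78) and *BGAL4* (-0.78). *PPDK* went the other way, at 0.30, under the fold limit (adjusted p = 0.0336 by edgeR, Benjamini-Hochberg). A better sugar supply in treated seedlings may account for the lower median, and so may another time of harvest, as these genes also follow the day. The paper's own measurement of total soluble sugars found no significant difference between treated and control seedlings. Its assay samples appear to come from the later phenotyping, not from the day of the RNA. A total content does not measure supply, and the paper proposes that sugars may be rapidly consumed, so the measurement decides nothing on supply.

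Over all 460 GO terms in the file, response to chitin held 10 of 52 genes among the lower genes, against 0.680 by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 4.54e-07), among them *RHA3B* (-1.09), *RDUF2* (-1.01) and *RDUF1* (-0.95). Anaerobic respiration held 4 of 12 (adjusted p = 0.00292 by the same Fisher's test, Benjamini-Hochberg), with *AT1G05575* (-1.25), *AT1G33055* (-1.96), *AT3G10020* (-0.87) and *AT1G19530* (-0.74). Oxidation reduction held 22 of 454 among the higher genes (adjusted p = 0.00566 by the same Fisher's test, Benjamini-Hochberg).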
